# Loss of miR-451a enhances SPARC production during myogenesis

**DOI:** 10.1371/journal.pone.0214301

**Published:** 2019-03-29

**Authors:** Rachel Munk, Jennifer L. Martindale, Xiaoling Yang, Jen-Hao Yang, Ioannis Grammatikakis, Clara Di Germanio, Sarah J. Mitchell, Rafael de Cabo, Elin Lehrmann, Yongqing Zhang, Kevin G. Becker, Vered Raz, Myriam Gorospe, Kotb Abdelmohsen, Amaresh C. Panda

## Abstract

MicroRNAs (miRNAs) are small noncoding RNAs that critically regulate gene expression. Their abundance and function have been linked to a range of physiologic and pathologic processes. In aged monkey muscle, miR-451a and miR-144-3p were far more abundant than in young monkey muscle. This observation led us to hypothesize that miR-451a and miR-144-3p may influence muscle homeostasis. To test if these conserved microRNAs were implicated in myogenesis, we investigated their function in the mouse myoblast line C2C12. The levels of both microRNAs declined with myogenesis; however, only overexpression of miR-451a, but not miR-144-3p, robustly impeded C2C12 differentiation, suggesting an inhibitory role for miR-451a in myogenesis. Further investigation of the regulatory influence of miR-451a identified as one of the major targets *Sparc* mRNA, which encodes a secreted protein acidic and rich in cysteine (SPARC) that functions in wound healing and cellular differentiation. In mouse myoblasts, miR-451a suppressed *Sparc* mRNA translation. Together, our findings indicate that miR-451a is downregulated in differentiated myoblasts and suggest that it decreases C2C12 differentiation at least in part by suppressing SPARC biosynthesis.

## Introduction

Skeletal muscle is a highly specialized tissue necessary for locomotion and energy metabolism in mammals. It is generated through a process known as myogenesis, during which multiple mononucleated myoblasts (satellite cells) are fused to form a multinucleated myofiber, which is the functional unit of the skeletal muscle [1,2]. Myogenesis is regulated transcriptionally by myogenic regulatory factors (MRFs), and post-transcriptionally via RNA-binding proteins (RBPs) and noncoding (nc)RNAs, such as microRNAs (miRNAs) and long noncoding (lnc)RNAs [3–7]. Impairment in the regulation of gene expression during myogenesis can be deleterious, causing atrophy and other muscle pathologies [8].

Mammalian microRNAs (~19–22 nucleotides) generally suppress mRNA translation and/or stability by partial base-pairing with the 3’ untranslated region (UTR) of the target mRNA [9]. This function is carried out through the incorporation of mature microRNAs into the RNA-induced silencing complex (RISC), a large multiprotein complex that contains the microRNA-binding protein argonaute (AGO2) [9]. MicroRNAs have been found to be critical regulators of cellular events such as cell proliferation, differentiation, development, and apoptosis [9]. Accordingly, microRNAs affect tissue and organ function, and dysregulation of microRNAs has been linked to many disease processes including several chronic conditions that increase with advancing age, such as cancer, diabetes, cardiovascular disease, and neurodegeneration [10,11].

To investigate the impact of microRNAs in skeletal muscle as a function of age, we previously surveyed microRNAs in skeletal muscle from young and old Rhesus monkeys [11]. Two microRNAs located on chromosome 17q11.2 and expressed in a cluster, miR-451a and miR-144-3p, were highly upregulated in muscle from older monkeys [11,12]. In this study, we tested the hypothesis that miR-451a/144-3p may be involved in controlling myogenesis. Using the mouse myoblast line C2C12 as a model of myoblast differentiation, our results revealed that miR-451a specifically was downregulated during myogenesis. We further discovered that overexpression of miR-451a suppressed C2C12 myoblast differentiation. Additionally, we identified SPARC (secreted protein acidic and rich in cysteine), an enhancer of myogenesis, as one of the targets of miR-451a. Our findings provide further evidence that miR-451a represses myogenesis at least in part by reducing SPARC production.

## Materials and methods

### Cell culture, transfections and creatine kinase (CK) assay

Mouse C2C12 myoblasts were cultured in growth medium (Dulbecco's Modified Eagle's Medium (DMEM, Life Technologies) containing 20% fetal bovine serum (FBS, Gibco) and antibiotics. Human KM155 myoblasts were cultured in growth medium (equal volume mixture of Hamm’s F10 media with 20% FBS and Promocell Skeletal Muscle Cell Growth Medium). The C2C12 and KM155 myoblasts were maintained at 37°C in a 5% CO_2_ humidified atmosphere and were differentiated by replacing the growth medium with differentiation medium (DMEM with 2% horse serum) [6]. For silencing experiments, control small interfering RNA (Ctrl siRNA) or SPARC siRNA was transfected twice, 36 h and 12 h before inducing differentiation. MicroRNA mimics and inhibitors for miR-451a and miR-144-3p (Sigma Aldrich) were transfected twice, 36 h and 12 h before induction of differentiation at a final concentration of 50 nM using Lipofectamine 2000 (Life Technologies). Creatine kinase (CK) activity was determined in cell lysates using the EnzyChrom creatine kinase assay kit (BioAssay Systems) following the manufacturer's protocol.

### Reverse transcription (RT) followed by real-time quantitative (q) PCR (RT-qPCR) analysis

Total RNA from cultured cells was isolated using TRIzol (Life Technologies) following the manufacturer’s protocol. For cDNA synthesis, reverse transcription (RT) was performed for RNA prepared in TRIzol using Maxima reverse transcriptase following the manufacturer’s protocol (Thermo Fisher Scientific). qPCR analysis of mRNAs was performed according to the manufacturer’s instructions for KAPA SYBR FAST ABI Prism qPCR kit (KAPA Biosystems) with mRNA-specific primers (S1 Table). RT-qPCR reactions were performed on QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) with a cycle setup of 2 min at 95°C and 40 cycles of 5 sec at 95°C plus 20 sec at 60°C; the fold change in abundance was calculated as described previously [13].

### Real-time reverse transcription-PCR analysis of miRNAs

Total RNA was reverse-transcribed using the Mir-X microRNA First Strand Synthesis Kit (Clontech) according to the manufacturer's instructions. The microRNAs and siRNAs were quantified by RT-qPCR analysis using KAPA SYBR FAST ABI Prism qPCR kit, miRNA-specific forward primers (S1 Table) and a universal reverse primer. RT-qPCR was performed on QuantStudio 5 Real-Time PCR System (Thermo Fisher Scientific) with a cycle setup consisting of 20 sec at 95°C and 40 cycles of 1 sec at 95°C plus 20 sec at 60°C. The fold change in abundance was calculated using *U6* snRNA as an endogenous normalization control [5].

### Cloning and reporter assays

The 3′UTR of mouse *Sparc* mRNA was amplified with specific primers. After XhoI and NotI double digestion, the PCR product was inserted into the psiCHECK2 plasmid downstream of the Renilla open reading frame (ORF). To create the mutant *Sparc* 3’UTR, we mutated 5 nucleotides in the seed region of the miR-451a target sequence, from TAACG to ATTGC. Mutagenesis was performed using the Site-Directed Mutagenesis Kit (Agilent Technologies #200524–5) and was validated by sequencing. Sixteen hours after co-transfection of miR-451a or Ctrl siRNA with a plasmid (either psiCHECK2, psiCHECK2-Sparc-3′, or psiCHECK2-Sparc-3′mut) using Lipofectamine 2000 in complete medium, cells were lysed and a dual-luciferase assay kit (Promega) was used to measure reporter Renilla luciferase (RL) and firefly luciferase (FL) activity.

### mRNA microarray analysis

Total RNA was labeled according to the manufacturer’s instructions using the Illumina TotalPrepTM RNA amplification kit. A total of 750 ng biotinylated RNA was hybridized overnight to MouseRef-8 v2.0 BeadChip microarrays (Illumina, San Diego, CA). Following post-hybridization rinses, arrays were incubated with streptavidin-conjugated Cy3, and scanned at 0.53 microns using an Illumina iScan scanner. Hybridization intensity data were extracted from the scanned images, and evaluated using Illumina GenomeStudio software, V2011.1. Transcripts with Z-ratio absolute values of ≥1 in both directions were considered to be differentially expressed (S2 Table). 

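For the values given beside the results, the Z-score of each probe was the log of its signal minus the mean log of its array, divided by the SD of the logs over all 25697 probes. The Z-ratio was the mean Z-score at Day 6 minus that at Day 0, divided by the SD of this difference over all probes. The text of the methods does not give the formula. Z-scores computed from the signals lay within 0.005 of the deposited ones on all 11 arrays.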

The full microarray dataset is available at GSE119186.

### Polysome analysis

Proliferating C2C12 cells were transfected twice, with a 24-h interval, with Ctrl siRNA or miR-451a and cultured for an additional day in growth medium before they were incubated with 100 μg/ml of cycloheximide (Sigma) for 10 min to freeze ribosomes in place on mRNAs. Cytoplasmic lysates were prepared in polysome extraction buffer and fractionated using 10–50% linear sucrose gradients via ultracentrifugation. Twelve fractions were collected for each sample and the RNA in each fraction was isolated using TRIzol (Life Technologies) and quantified by RT-qPCR analysis [14].

### Protein analysis

Total protein lysates were prepared in RIPA buffer containing protease inhibitor. Proteins were size-separated by SDS-PAGE and transferred onto nitrocellulose membrane (Life Technologies). For Western blot analysis, the primary antibodies employed recognized SPARC (Cell Signaling), HSP90 (Santa Cruz Biotechnology) or GAPDH (Santa Cruz Biotechnology). After incubation with appropriate secondary antibodies, protein signals were developed using chemiluminescence. The intensities of the bands on Western blots were quantified using the ImageJ program. The relative expression levels of SPARC protein were calculated after normalizing to the abundance of endogenous loading controls GAPDH or HSP90.

### Statistical analysis

Data are expressed as the means ± SEM unless indicated otherwise. Statistical comparisons of the RT-qPCR results were evaluated using Student's t-test. A P-value of <0.05 was considered statistically significant.

## Results

### miR-451a/144-3p levels correlate with skeletal muscle regeneration *ex vivo*

C2C12 myoblasts have been used extensively as a model to study differentiation of skeletal muscle [5–7]. As shown in Fig 1A, replacing the growth medium (GM) of proliferating C2C12 cells with differentiation medium (DM, Materials and Methods) triggered myoblasts to differentiate into multinucleated myotubes resulting from the fusion of myoblasts. Differentiation was further confirmed by measuring the creatine kinase (CK) activity; CK activity was higher in differentiated conditions (Fig 1B) than in proliferating cells, supporting the differentiation into myotubes. As previously reported, *Myog* and *Mef2c* mRNAs, encoding the key differentiation markers MYOG (myogenin) and MEF2C, were dramatically upregulated during myoblast differentiation, displaying highest abundance by day 6 of culture in DM (Fig 1C). RT-qPCR analysis showed that the levels of miR-451a and miR-144-3p declined in myotubes, while the levels of miR-1 (a marker of differentiation) rose considerably (Fig 1D). Analysis of miR-451a levels in KM155 human myoblasts similarly revealed that miR-451a levels were reduced as cells differentiated into myotubes (S1 Fig).

**Fig 1:**
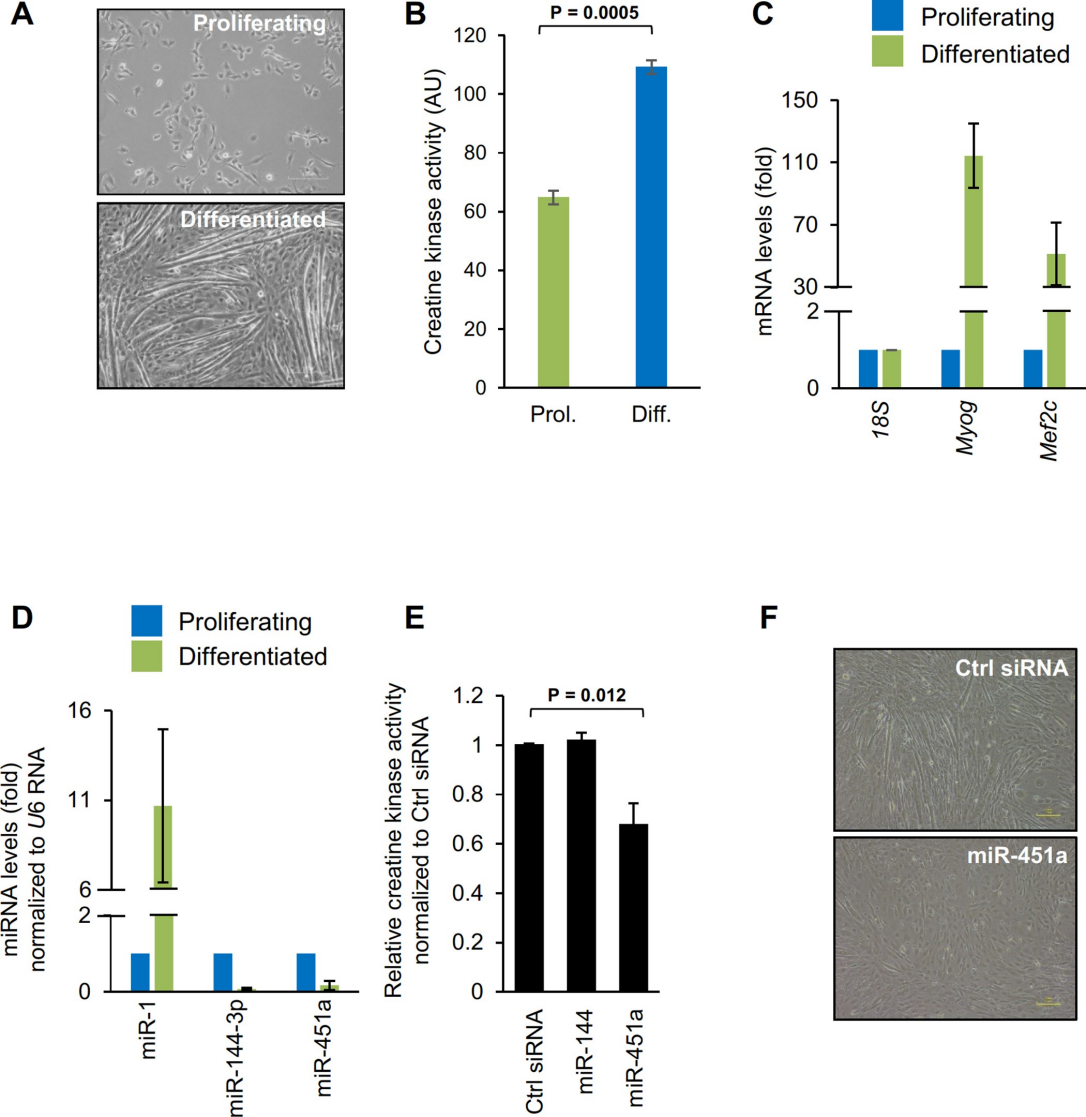
Inhibition of myoblast differentiation by miR-451a. **(A)** Phase-contrast microscopy of C2C12 cells that were cultured in either proliferating medium or cultured for 6 days in differentiating medium. **(B)** Creatine kinase levels in the proliferating C2C12 cells and differentiated myotubes. **(C)** Changes in mRNA levels upon C2C12 myoblast differentiation on day 6 as quantified by RT-qPCR using *18S* rRNA as normalization control. **(D)** RT-qPCR analysis of miR-1, miR-144-3p, and miR-451a in proliferating and differentiated C2C12 myoblasts. **(E)** Analysis of creatine kinase activity in differentiated C2C12 myoblasts transfected with the indicated miRNAs. **(F)** Phase-contrast fields of C2C12 cells transfected with Ctrl siRNA or miR-451a mimic followed by culture for 5 days in differentiation medium. Data in panel A-D represent the means ± SEM from 3 independent experiments. Significance (P) is indicated.

### miR-451a inhibits myoblast differentiation

miR-451a was previously shown to regulate various physiological and pathological processes including cell proliferation, cancer, and erythropoiesis [15–18]. Since the abundance of miR-451a/144-3p declined significantly during C2C12 differentiation, we investigated whether miR-451a/144-3p influenced C2C12 myogenesis. As shown in Fig 1E, overexpression of miR-451a significantly decreased C2C12 differentiation, as assessed by measuring creatine kinase activity, a marker of myogenesis, on differentiation day 6, suggesting that miR-451a inhibits muscle cell differentiation. However, neither the overexpression nor the inhibition of miR-144-3p altered C2C12 differentiation. Phase-contrast microscopy indicated that overexpression of miR-451a, but not miR-144-3p (not shown), reduced substantially the formation of myotubes (Fig 1F). These findings indicate that miR-451a specifically suppressed the differentiation of C2C12 myoblasts.

### miR-451a binds the *Sparc* 3′UTR

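C2C12 cells, a line of mouse myoblasts that fuse into myotubes when they differentiate, were compared on microarrays as proliferating cultures (Day 0) and as differentiated cultures (Day 6), with 5 samples of each day. Biotinylated RNA (750 ng) was hybridized to MouseRef-8 v2.0 BeadChips, which carry 25697 probes for 16593 gene symbols, and the signals were extracted by the authors with GenomeStudio. The RNA of Day 0 replicate 5 was hybridized to 2 arrays, whose mean was used, so that 11 arrays gave 10 samples. The deposited values are probe signals with a detection p, without background subtraction or normalization between arrays, and Z-scores of the log signals within each array. The median signal of an array was 56.6 to 62.7 at Day 0 and 57.2 to 64.3 at Day 6, and 45.9 to 47.4% of the probes at Day 0 and 44.7 to 48.7% at Day 6 were detected at a detection p under 0.05.

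From these signals, background correction and quantile normalization were done with neqc, and values were put on the log2 scale. A probe was kept when it was detected in at least 3 samples of 1 day, and each gene was represented by its kept probe with the highest mean, which left 12753 probes and 8659 genes. Day 6 was compared with Day 0 by limma, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The number of samples limits the precision. Over the genes tested, the SD was 0.39 between Day 0 samples and 0.31 between Day 6 samples, against 0.21 between the 2 arrays of Day 0 replicate 5. Correlations of samples were 0.931 to 0.991 within Day 0, 0.968 to 0.992 within Day 6 and 0.836 to 0.893 between the days. One Day 0 sample, replicate 5, stood apart from the others, with the highest Day 0 value in 2621 and the lowest in 3061 of the genes tested. The labels carry a part named E1 to E4, whose meaning they do not give, and it was treated as a possible batch. E2 and E4 hold 1 sample of each day, E1 holds 2 Day 0 samples and 1 Day 6 sample, and E3 holds 1 Day 0 sample and 2 Day 6 samples.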

To identify systematically the possible mediator(s) whereby miR-451a influenced C2C12 differentiation, we undertook two strategies: (1) we used microarrays to identify mRNAs known to show increased abundance in C2C12 differentiation (Fig 2A, green; S2 Table) [7], and (2) we identified mRNAs associated with miR-451a reported from AGO2 CLASH dataset (starBase V2.0 http://starbase.sysu.edu.cn/) (Fig 2A, orange, S2A Fig, and S3 Table) [19,20]. 

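Genes of the contractile apparatus, of calcium release and of muscle energy supply were higher in C2C12 cells at Day 6 than at Day 0, and genes of DNA replication and mitosis were lower. Among 8659 genes, 1825 were higher and 2098 were lower at Day 6, and 4736 were not called. The change was at least 2-fold for 810 of the higher and 821 of the lower genes. No value of one day overlapped those of the other in 2817 of the 8659 genes (32.5%), a separation that chance gives for 0.794% of genes. Of the called genes, 2769 were separated in this way. The counts that follow are for gene lists fixed before the data were examined, though the Z-ratios of S2 Table, from these arrays, had been seen, with camera's test of each list adjusted over 24 lists. Members named only to spell out a small count were chosen after their values were seen.

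Of 33 sarcomere genes, 30 rose and 2 fell (31 and 2 adjusted over the list alone; camera, adjusted p = 2.3e-17, and adjusted p = 0.080 with an estimated correlation). Tnnc2, the calcium-binding subunit of fast skeletal troponin, went from a log2 signal of 6.51 ± 2.07 (SD, n = 5) to 13.59 ± 0.12 (SD, n = 5), a change of 7.08. Myl2, a myosin light chain, rose by 7.08 and Myh8, the perinatal myosin heavy chain, by 7.06. Mylpf, a fast myosin light chain, rose by 6.37 and the tropomyosin Tpm2 by 6.35. Outside the list, Fxyd6, a regulator of the sodium pump, rose by 6.90. Tpm1 and Tpm3 were the members that fell, with changes of -1.95 and -1.90, and Tmod4 had a change of 0.83 (adjusted p = 0.054). Of 17 genes of excitation-contraction coupling, 15 rose and 1, Fkbp1a, fell (15 and 1 adjusted over the list alone; camera, adjusted p = 2.1e-09, and adjusted p = 0.062 with an estimated correlation). Casq2, a calcium store protein, rose by 6.17, Hrc, its partner in the sarcoplasmic reticulum, by 6.05 and Atp2a1, the calcium pump, by 5.76. Of 11 genes of the neuromuscular junction, 10 rose and none fell (10 and 0 adjusted over the list alone; camera, adjusted p = 1.1e-05, and adjusted p = 0.105 with an estimated correlation), among them the acetylcholine receptor subunits Chrng (5.86) and Chrnd (3.04). The sample that stood apart, Day 0 replicate 5, was high in these 3 lists: its median difference from the other Day 0 samples was 1.59 for the sarcomere, 0.82 for excitation-contraction coupling and 0.67 for the neuromuscular junction. Of 20 genes of creatine kinase and muscle energy supply, 16 rose and none fell (16 and 0 adjusted over the list alone; camera, adjusted p = 2.0e-11, and adjusted p = 0.062 with an estimated correlation), with myoglobin (Mb) at 6.02, Cox6a2 at 5.40 and Pgam2 at 5.06.

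Of 12 myogenic transcription factors, 7 rose and none fell (7 and 1 adjusted over the list alone; camera, adjusted p = 0.0118, and adjusted p = 0.080 with an estimated correlation). Myog, the activator of terminal differentiation, changed by 4.28 (standard error 0.60, adjusted p = 6.3e-05), from 5.83 ± 1.68 (SD, n = 5) to 10.10 ± 0.24 (SD, n = 5), and Mef2c, its cofactor, by 4.18 (standard error 0.24, adjusted p = 2.6e-08). Every Day 6 sample was above every Day 0 sample for both (exact permutation test, two-sided p = 0.00794, the smallest that 5 samples against 5 allow). Within E1 to E4, the Myog difference was 5.67, 4.81, 4.18 and 1.34. A second Myog probe, detected in 0 of 5 Day 0 samples, changed by 1.43, from 4.42 to 5.85. Myf6 rose by 1.64. Of 12 genes of myoblast fusion, 6 rose and 2, Dock1 and Kirrel, fell (7 and 2 adjusted over the list alone; camera, adjusted p = 0.0366, and adjusted p = 0.192 with an estimated correlation). Mymk, the muscle-specific fusion protein, rose by 5.61 and the adhesion molecule Ncam1 by 3.80, and Cav3, undetected on every Day 0 array, was at least 3.84-fold higher. This list lost its call without Day 0 replicate 3 (adjusted p = 0.0709 from camera), without Day 6 replicate 3 (adjusted p = 0.0505 from camera) and with detection in all 10 samples (adjusted p = 0.155 from camera).

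Of 29 genes of DNA replication, all 29 fell (29 adjusted over the list alone; camera, adjusted p = 9.5e-19, and adjusted p = 0.062 with an estimated correlation), including Mcm10 (-3.56), Tk1 (-3.56) and the helicase subunit Mcm3 (-3.25). Of 25 genes of the mitotic cell cycle, 24 fell and 1, Cdk2, had a change of 0.12 (24 adjusted over the list alone; camera, adjusted p = 6.3e-14, and adjusted p = 0.080 with an estimated correlation). Examples are the mitotic kinase Plk1 (-3.33), Birc5 (-3.35) and cyclin D1 (Ccnd1, -3.26). Of 12 genes of cell cycle exit, 6 rose and 2, Cdkn2c and Rbl1, fell (6 and 2 adjusted over the list alone; camera, adjusted p = 0.0337, and adjusted p = 0.106 with an estimated correlation), with the cyclin-dependent kinase inhibitor Cdkn1a at 2.53 and Gadd45a at 2.63. It lost its call without Day 0 replicate 3 (adjusted p = 0.0518 from camera) and without Day 6 replicate 2 (adjusted p = 0.0571 from camera). Of 15 progenitor and Id/Notch genes, 2, Heyl and Dll1, rose, 5 fell and 8 were not called (2 and 5 adjusted over the list alone; camera, adjusted p = 0.534). The inhibitors of myogenic factors Id1 and Id2 changed by -2.02 and -1.26, Id3 was at least 3.86-fold lower, and Msx1 and Hmga2 also fell. Id2 lost its call without Day 0 replicate 2 (adjusted p = 0.0539), without both E4 samples (adjusted p = 0.0558) and with no detection filter (adjusted p = 0.0817).

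By the Z-ratio, 1795 probes of 1336 genes were at 1 or more and 2050 probes of 1543 genes at -1 or less, with 7 genes on both sides. With each array's median set equal in place of quantile normalization, 1155 genes were higher, and the median change of all genes was -0.13 in place of -0.03.

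**Figure D1:**
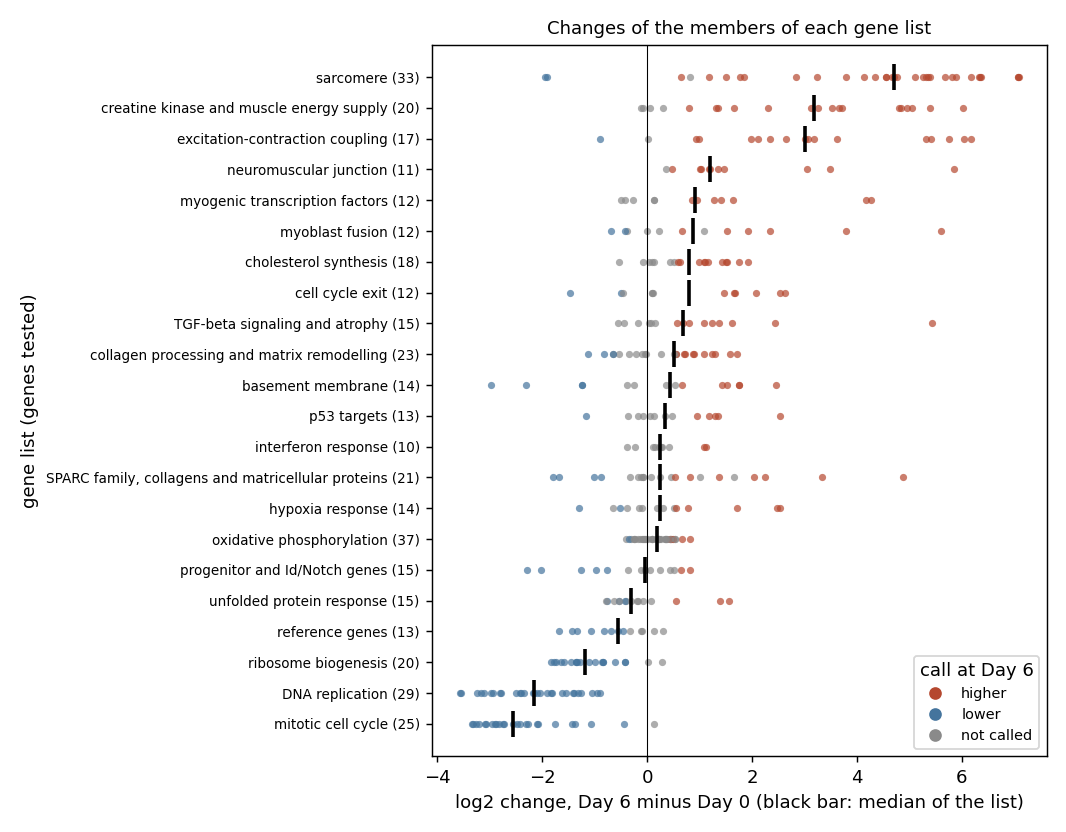
Log2 change from Day 0 to Day 6 of each tested member of the 22 pathway lists, 1 dot per gene, colored by its call, with the median of each list as a black bar and the number of genes tested in parentheses. The medians run from -2.57 for the mitotic cell cycle to 4.71 for the sarcomere.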

Our microarray analysis revealed more than 1400 transcripts differentially expressed (Z-ratio ≥ 1) in differentiating C2C12 cells compared to proliferating myoblasts (S2 Table) (a partial list of mRNAs differentially expressed during C2C12 differentiation was reported earlier [7]). From among the transcripts that were both upregulated in differentiated cells and associated with miR-451a, we sought to identify known factors implicated in regulating myoblast differentiation (Fig 2A). 

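Of the 66 genes of S3 Table, 59 have a probe on the array and 36 were tested. Of these, 15 were higher, 6 were lower and 15 were not called (15 higher and 7 lower adjusted over the list alone), where 7.59 higher genes would be drawn by chance from the genes tested (Fisher's exact test, two-sided p = 0.0062). The largest increases were those of Egln3, a prolyl hydroxylase of the oxygen response, by 2.53 on the log2 scale (standard error 0.25), Tob1, an antiproliferative factor, by 2.07 (standard error 0.18) and the kinase Sik1 by 1.54 (standard error 0.20). Myo18a, an unconventional myosin, rose by 1.51, Wwtr1, a transcriptional coactivator of the Hippo pathway, by 1.36, and Pmaip1, a pro-apoptotic BCL2 family protein, by 1.35. Ube3a changed by 1.00, the initiation factor Eif4a2 by 0.93, the transcription factor Tcf4 by 0.86, Ctnnal1 by 0.77 and the ribosome assembly factor Sbds by 0.51. The genes that fell by most were Stk39 (-1.92), Man2a1 (-1.01), Matr3 (-0.95) and the ERK phosphatase Dusp6 (-0.84).

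The median change of the 36 genes was 0.05 and the mean 0.27 (camera, p = 0.106, and p = 0.354 with an estimated correlation). The median ran from 0.02 without Day 0 replicate 3 to 0.14 without Day 0 replicate 1, and was -0.02 with equal array medians. By the Z-ratio, 13 of the 59 genes with a probe were at 1 or more, where 4.75 would be drawn by chance from 16593 genes (Fisher's exact test, two-sided p = 0.00069), and 4 were at -1 or less. With detected probes only, 9 were at 1 or more, where 3.80 would be drawn by chance (Fisher's exact test, p = 0.0107), and without Day 0 replicate 5 there were 10 (p = 0.0229). The 13 are the 11 genes named in Fig 2A with Sik1 and Plod2, a collagen lysyl hydroxylase.

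The probes of a gene differed for Egln3, whose second probe was undetected on every array, for Ube3a, where 1 of 4 probes was higher, for Pmaip1, whose second probe changed by 0.48, and for Matr3, whose probes had Z-ratios of -1.69 and 0.66. Sbds lost its call in 4 of the 10 fits without 1 sample, with the replicate block (adjusted p = 0.0576), with the E1 to E4 block (adjusted p = 0.0648), with no detection filter (adjusted p = 0.0563), without both E4 samples (adjusted p = 0.111) and with equal array medians (adjusted p = 0.292, all from limma). Ctnnal1 lost its call without Day 6 replicate 3 (adjusted p = 0.0526), without both E4 samples (adjusted p = 0.0579), with no detection filter (adjusted p = 0.0643) and with equal array medians (adjusted p = 0.179). Ube3a lost its call with the deposited Z-scores (adjusted p = 0.0561), with no detection filter (adjusted p = 0.0661) and with equal array medians (adjusted p = 0.134). The excess of higher genes passed no threshold without Day 0 replicate 5 (Fisher's exact test, p = 0.0722), without Day 6 replicate 3 (11 targets, p = 0.0924) or with no detection filter (10 targets, p = 0.126), nor without both E4 samples, an option added after the values were seen (11 targets, Fisher's exact test, p = 0.219). With each gene's probe chosen anew, as was done at first, it also passed none without Day 6 replicate 1, 2, 3 or 5 (Fisher's exact test, p of 0.0531 to 0.203) or with equal array medians (p = 0.135). With equal array medians and the probes kept, 9 targets were higher (Fisher's exact test, p = 0.0484).

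**Figure D2:**
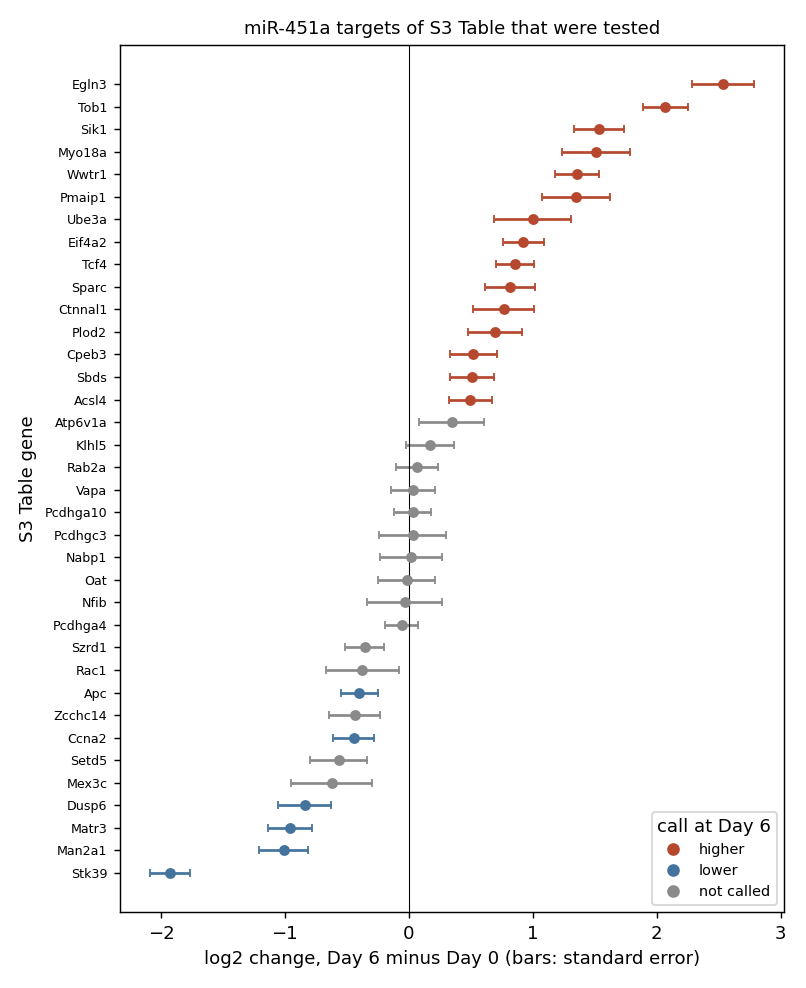
Log2 change from Day 0 to Day 6 (horizontal axis) of the 36 tested genes of S3 Table, with the standard error as a bar and the color giving the call. Changes run from -1.92 for Stk39 to 2.53 for Egln3.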

One transcript, *Sparc* mRNA, met all three criteria.

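Sparc encodes a secreted glycoprotein that binds collagen. Its level was high on both days, and the array holds 2 probes for it, both detected in every sample. The tested probe went from 11.36 ± 0.42 (SD, n = 5) at Day 0 to 12.17 ± 0.25 (SD, n = 5) at Day 6, a log2 change of 0.82 (standard error 0.20, adjusted p = 0.0052 from limma), or 1.76-fold. Its exact permutation test gave a two-sided p of 0.0159, since Day 0 replicate 5 (11.91) lay above Day 6 replicate 3 (11.82). The second probe went from 11.49 ± 0.68 (SD, n = 5) to 12.04 ± 0.26 (SD, n = 5), a log2 change of 0.55 that did not pass the test (standard error 0.28, adjusted p = 0.121 from limma; exact permutation test, two-sided p = 0.143). The Z-ratio was 1.64 for the tested probe and 1.16 for the second. The second probe was under 1 without Day 0 replicate 1 (0.98), 2 (0.89) or 4 (0.96). It was also under 1 with Z-scores of neqc values (0.82), detected probes only (0.82) or the repeat array as a 6th array (0.80). The tested probe stayed above 1 in every setting. The means of these probes over all samples differed by 0.0016, so the rule of the highest mean separates them by little. At first each gene's probe was chosen anew under each alternative, and Sparc then lost its call in 9 of them, with changes of 0.39 to 0.65 and an adjusted p of 0.097 to 0.288. Keeping the tested probe throughout, under which these alternatives keep the call, was decided only after those values were seen. Within E1 to E4, the tested probe differed between the days by 1.33, 0.68, 1.05 and 0.18, and the second probe by 1.41, 0.35, 0.56 and -0.46.

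Of 21 genes of the SPARC family, collagens and matricellular proteins, 7 rose, 4 fell and 10 were not called (8 and 4 adjusted over the list alone; camera, adjusted p = 0.192). Dcn, decorin, rose by 4.87, Lum, lumican, by 3.33 and the collagen VI chain Col6a2 by 2.25, while the matrix proteins Tnc, Thbs2, Ccn1 and Fbln1 fell. Of 14 genes of the basement membrane, 6 rose, 4 fell and 4 were not called (6 and 4 adjusted over the list alone; camera, adjusted p = 0.374). The laminin chain Lama2 changed by 2.45, and Col18a1, Nid1, Col4a1 and Col4a2 were the members that fell. Of 23 genes of collagen processing and matrix remodelling, 10 rose, 3 fell and 10 were not called (10 and 3 adjusted over the list alone; camera, adjusted p = 0.152), with the prolyl hydroxylase P4ha1 at 1.72 and the gelatinase Mmp2 at 1.59. Values of Day 0 replicate 5 were above those of the other Day 0 samples by a median of 0.69 for the SPARC family list and 0.73 for the basement membrane.

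From the overlap of mRNAs with increased abundance in differentiation and mRNAs associated with miR-451a, the paper selected Sparc as the transcript that was also a known factor in myoblast differentiation (Fig 2A).

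**Figure D3:**
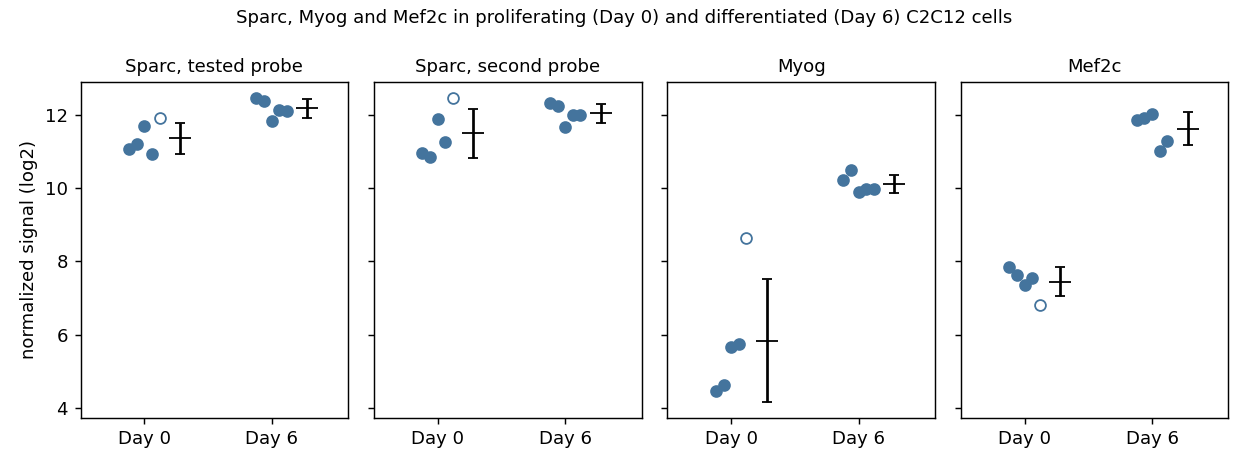
Normalized signal on the log2 scale of both Sparc probes, Myog and Mef2c in the 5 Day 0 and 5 Day 6 samples, 1 dot per sample, with Day 0 replicate 5 as an open circle and the mean and SD beside the dots. The open circle is the highest Day 0 sample for both Sparc probes and for Myog, and the lowest for Mef2c.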

**Fig 2:**
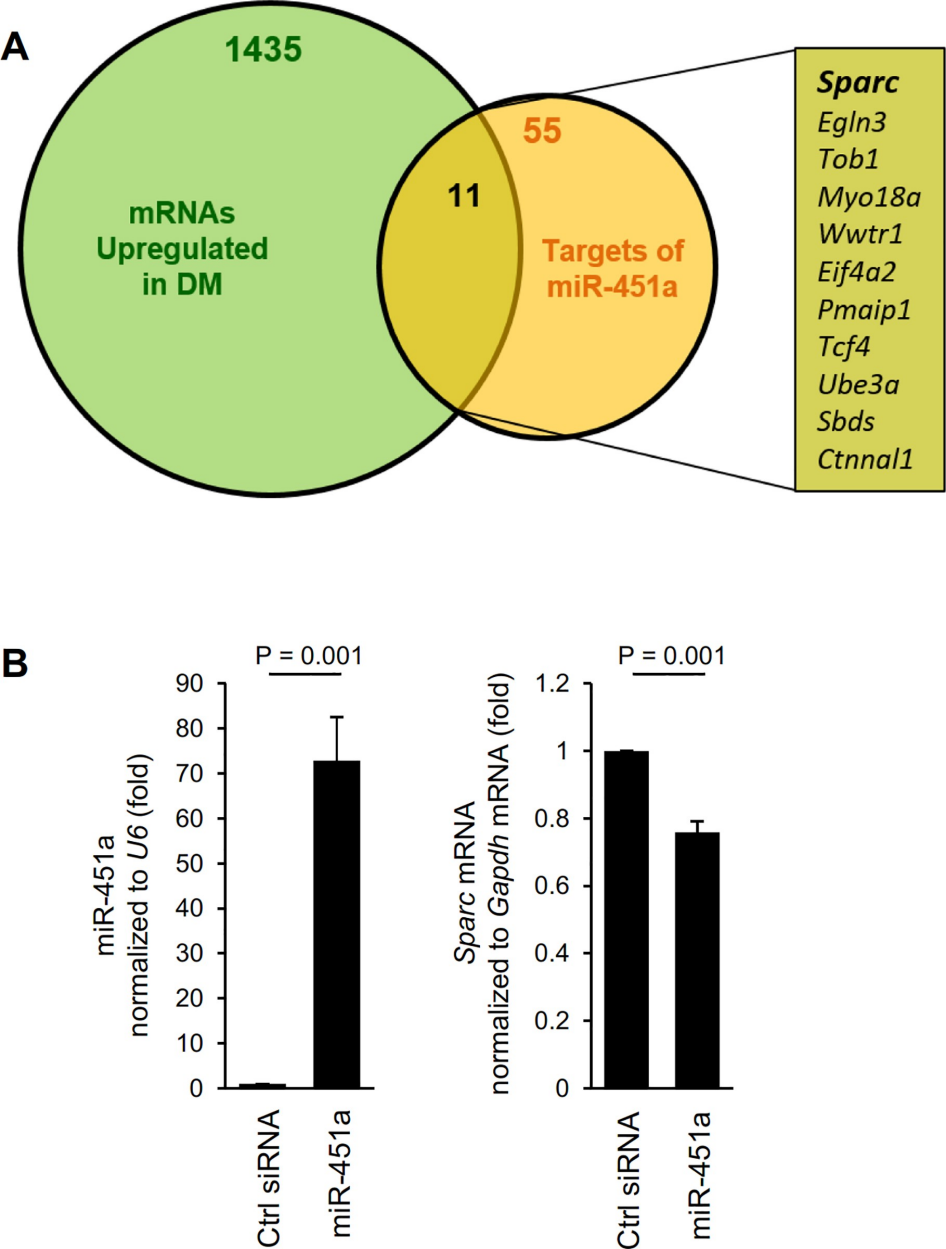
Identification of miR-451a targets in muscle cells. **(A)** Venn diagram representation of mRNAs upregulated during C2C12 differentiation (green) and experimentally identified target mRNAs of miR-451a (orange) to find miR-451a targets implicated in regulating myogenesis. (**B)** RT-qPCR analysis of miR-451a level after overexpression of miR-451a in C2C12 cells (*left*). RT-qPCR analysis of *Sparc* mRNA induction after overexpression of miR-451a in C2C12 cells (*right*). Data represent the means ± SEM from 3 independent experiments. Significance (P) is indicated.

The AGO2 CLASH analysis identified miR-451a as directly interacting with the 3’UTR of *Sparc* mRNA (S2A Fig). To study the effect of miR-451a on SPARC expression in C2C12 cells, we overexpressed either miR-451a or control miRNA (Fig 2B, *left*). Reverse transcription (RT) followed by real-time quantitative (q)PCR analysis indicated that *Sparc* mRNA was moderately downregulated in miR-451a-transfected cells compared to control cells (Fig 2B, *right*). Together, these data indicated that miR-451a suppressed SPARC production in C2C12 cells at least in part by reducing *Sparc* mRNA levels.

### miR-451a inhibits SPARC translation

To analyze if miR-451a further regulated SPARC production by influencing SPARC translation rate, we quantified the distribution of *Sparc* mRNA present in polysomes from proliferating C2C12 cells expressing normal or ectopically increased levels of miR-451a. Cytoplasmic lysates were fractionated on sucrose gradients, and the relative level of *Sparc* mRNA in each fraction was measured (Fig 3A and 3B). In cells transfected with control (Ctrl) siRNA, *Sparc* mRNA levels were low in the lighter fractions of the gradient (fractions 1–5), which included free RNA and RNA associated with ribosomal subunits (40S and 60S) and monosomes (80S) (Fig 3A), while *Sparc* mRNA levels were high in fractions 9 and 10, which contained the most actively translating polyribosomes (Fig 3B). Importantly, overexpression of miR-451a triggered a leftward shift in the distribution of *Sparc* mRNA on the gradient, indicating a reduction in the size of polysomes associated with *Sparc* mRNA, and suggesting a reduction in *Sparc* mRNA translation. As a control, the distribution of *Gapdh* mRNA, encoding the housekeeping protein GAPDH, was unaffected by miR-451a overexpression.

**Fig 3:**
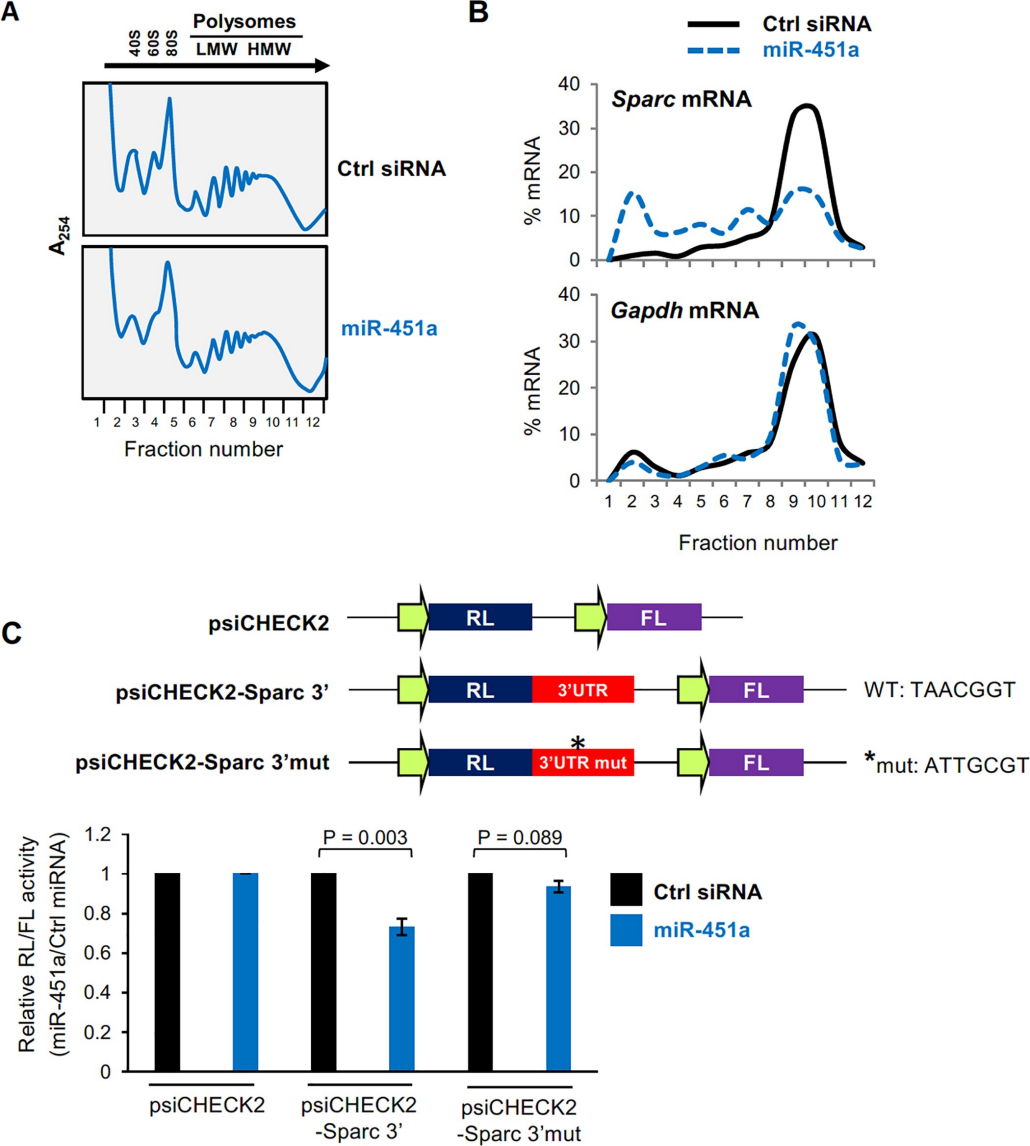
miR-451a inhibits translation of *Sparc* mRNA. **(A)** Global polysome profile of C2C12 cells 48 h after transfection either with Ctrl siRNA or miR-451. **(B)** The relative distribution of *Sparc* mRNA (and housekeeping gene *Gapdh* mRNA) was studied by RT-qPCR analysis of RNA in each of 12 polysome fractions. **(C)** *Top*, schematic of the dual-luciferase reporter plasmids psiCHECK2, the control vector expressing renilla luciferase (RL) and the internal control firefly luciferase (FL); the test vector psiCHECK2-Sparc-3′ contains the *Sparc* 3′UTR downstream of the RL coding region and the psiCHECK2-Sparc-3′-Mut contains the *Sparc* 3′UTR downstream of the RL coding region with mutated target site for miR-451a. *Bottom*, C2C12 cells were transfected with either miR-451a or Ctrl siRNA and either psiCHECK2, psiCHECK2-Sparc 3’ or psiCHECK2-Sparc 3’mut; the ratio of RL activity to FL activity was calculated 16 h after transfection. The relative RL/FL ratios of miR-451a-transfected cells relative to RL/FL of Ctrl siRNA-transfected cells are indicated. Data represent the means ± SEM from 3 independent experiments. Significance (P) is indicated.

The effect of miR-451a on *Sparc* mRNA was further assessed using a heterologous luciferase reporter vector (psiCHECK2) bearing the 3′UTR of *Sparc* mRNA (psiCHECK2-Sparc-3′) and a further reporter in which the target sequence of miR-451a was mutated in the *Sparc* 3′UTR (psiCHECK2-Sparc-3′mut) (Fig 3C). C2C12 cells were transfected with Ctrl siRNA or miR-451a along with one of three reporter plasmids–psiCHECK2, psiCHECK2-Sparc-3’ or psiCHECK2-Sparc-3’mut. Sixteen hours later, the ratio of Renilla luciferase (RL), encoded by the reporter transcript bearing the wild type or mutant *Sparc* 3′UTR, to firefly luciferase (FL), encoded by an internal control reporter transcript, was calculated and was set as 1 for the parent vector (psiCHECK2). RL/FL ratios in miR-451a transfected cells were studied relative to RL/FL ratios in cells transfected with control siRNA (Fig 3C). Overexpression of miR-451a repressed luciferase expression from the psiCHECK2-Sparc-3’ reporter but it did not affect the expression of the psiCHECK2-Sparc-3’mut reporter, supporting the hypothesis that miR-451a suppressed SPARC expression by interacting with the *Sparc* 3′UTR. These results indicate that miR-451a represses *Sparc* mRNA translation.

### miR-451a may inhibit myogenesis in part by suppressing SPARC expression

Since miR-451a inhibits the expression of SPARC in C2C12 cells, we investigated whether SPARC expression was altered during C2C12 differentiation. As shown in Fig 4A and 4B, *Sparc* mRNA and protein levels are significantly upregulated during C2C12 differentiation. Importantly, the increase in *Sparc* mRNA levels correlated inversely with the levels of miR-451a (Fig 1D) and, as expected, overexpression of miR-451a in C2C12 cells decreased SPARC expression (Fig 4C). Furthermore, the levels of *SPARC* mRNA and SPARC protein were significantly upregulated while the levels of miR-451a was downregulated during KM155 human myoblast differentiation (S1 Fig). SPARC silencing and miR-451a overexpression decreased myogenesis by day 6, as assessed by measuring the activity of the differentiation marker creatine kinase (Figs 1E and 4D). Taken together, these findings indicate that miR-451a may inhibits myogenesis at least in part by suppressing the levels of SPARC in C2C12 myoblasts, as shown schematically in Fig 4E.

**Fig 4:**
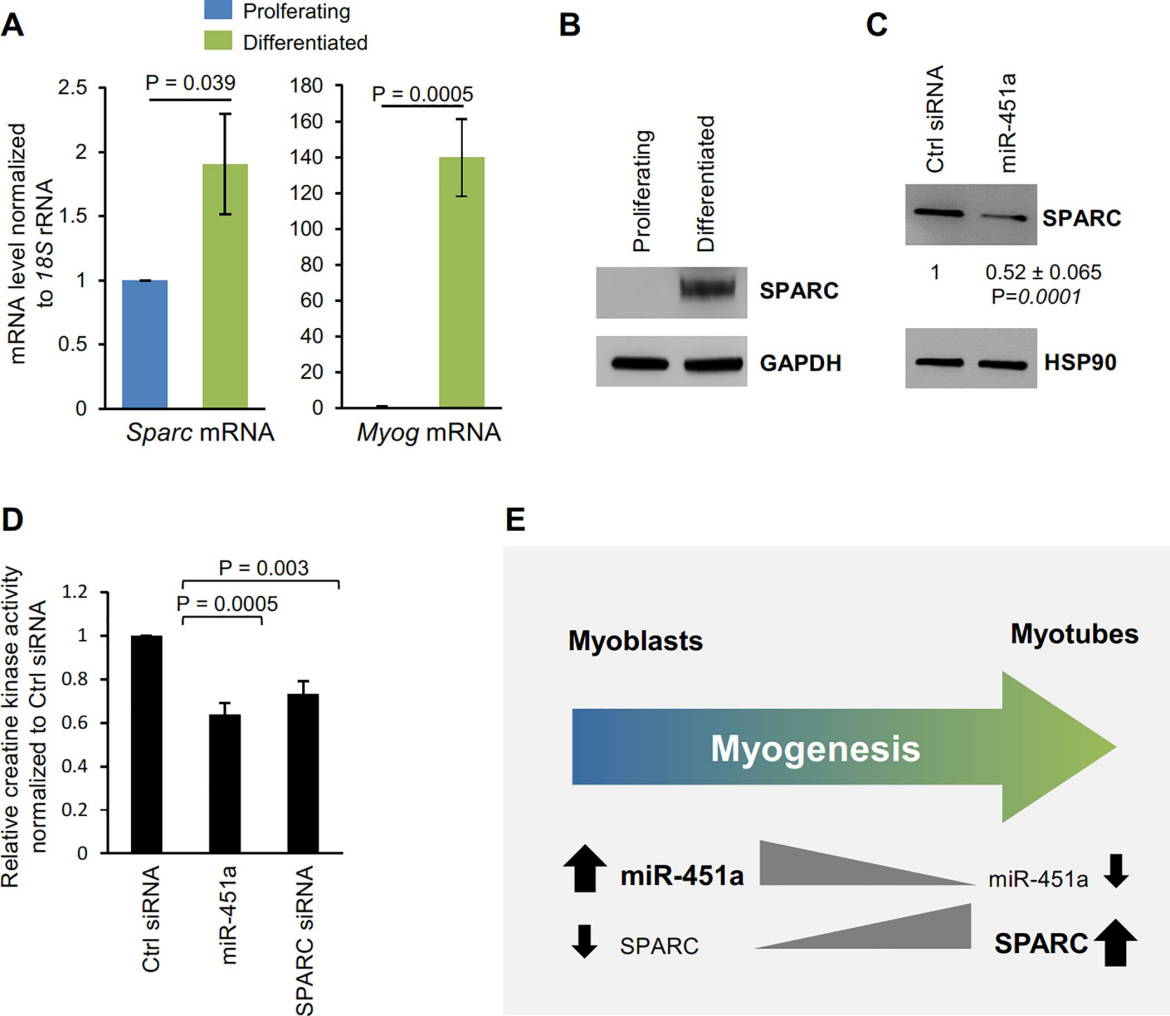
miR-451a inhibits myoblast differentiation by suppressing SPARC expression. **(A)** RT-qPCR analysis of *Sparc* and *Myog* mRNAs during C2C12 cell differentiation. **(B)** Western blot analysis of SPARC in C2C12 cells in proliferating phase and 6 days in differentiated medium. **(C)** Western blot analysis of the levels of SPARC and loading control HSP90 in C2C12 cells transfected with Ctrl siRNA or miR-451a. The relative intensities of the SPARC bands were quantified, normalized to the intensities of the HSP90 bands, and were represented as the means ± SEM. **(D)** Analysis of creatine kinase activity in differentiated C2C12 myoblasts transfected with either Ctrl siRNA, miR-451a or SPARC siRNA. **(E)** Proposed model of miR-451a influencing SPARC expression. miR-451a can inhibit SPARC expression by moderately lowering *Sparc* mRNA levels robustly inhibiting the translation of *Sparc* mRNA. We propose that by inhibiting SPARC biosynthesis, miR-451a suppresses myogenesis. Data in panel A-D represent the means ± SEM from 3–4 independent experiments. Significance (P) is indicated.

## Discussion

The differentiation of myoblasts into myotubes and muscle is accompanied by several steps including an initial burst of proliferation of myoblasts, followed by myoblast elongation, and fusion of elongated myotubes. This morphological remodeling of myoblasts to myotubes is carried out by numerous growth factors, cytokines, cytoskeletal proteins, and extracellular matrix proteins [21,22]. Studies conducted in different cell types have shown that SPARC, an extracellular Ca^2+^-binding glycoprotein, is involved in cell adhesion, differentiation, wound healing, angiogenesis, adipogenesis, and growth factor-binding [23,24]. SPARC is also upregulated during C2C12 and MM14 myoblast differentiation and promotes myogenesis [25]. A recent study reported that SPARC expression declines in old skeletal muscle [26]. Silencing of SPARC in skeletal muscle leads to increased expression of atrogin1 and TGFβ signaling, which in turn decreases the diameter of fast-type myofibers [26].

We previously reported that several miRNAs were altered during skeletal muscle aging and that miR-451a and miR-144-3p in particular were highly elevated with aging [11]. Interestingly, while miR-451a and miR-144-3p are generated from the same parental bicistronic precursor miRNA transcript [27], the maturation of miR-451a is independent of DICER and follows a noncanonical miRNA biogenesis pathway requiring DROSHA and AGO2 [12,28]. miR-451a is highly conserved among vertebrates and is abundant in erythropoietic cells [12,14], rising during erythropoiesis and acting as a positive regulator of erythroid maturation [14,29]. Moreover, miR-451a is dysregulated in many human cancers and promotes carcinogenesis [30]. Interestingly, miRNA profiling in proliferating and differentiated human purified CD56+ myoblasts revealed that miR-451 was downregulated during human myoblast differentiation [31]. Additionally, miR-451 levels increased in individuals exhibiting a low response to resistance exercise training, an intervention that stimulates muscle growth by increasing the production of proteins important for remodeling muscle and augmenting muscle size [32]. The upregulation of miR-451 in low responders who fail to increase muscle mass upon resistance exercise suggest an inhibitory effect of miR-451 on muscle growth *in vivo* [32]. At the same time, miR-144 was shown to regulate the expression of α-hemoglobin in zebrafish by modulating the levels of the transcription factor KLFD [33].

In the present study, we investigated the role of miR-451a and miR-144-3p using C2C12 myoblasts, a culture cell model of skeletal myogenesis. Interestingly, expression of both miR-451a and miR-144-3p decreased during C2C12 differentiation (Fig 1D), but only overexpression of miR-451a inhibited muscle differentiation, while miR-144-3p had no effect at all. To identify the targets of miR-451a in muscle cells, we surveyed mRNAs differentially expressed during C2C12 myoblast differentiation and mRNAs predicted by AGO2 CLASH to be targets of miR-451a. These criteria identified SPARC as a miR-451a-regulated protein in myoblasts (Fig 2, S2A and S2B Fig). As anticipated, SPARC expression levels increased in differentiated C2C12 cells, coinciding with miR-451a decline. In keeping with the findings that overexpressing miR-451a in C2C12 cells suppressed SPARC production but affected only modestly *Sparc* mRNA levels, and that *Sparc* mRNA associated with smaller, less translating polysomes when miR-451a was antagonized, we propose that miR-451a primarily reduced the translation of *Sparc* mRNA. In addition, miR-451a suppressed the expression of a reporter construct bearing the 3’UTR of *Sparc* mRNA, indicating that the 3’UTR was responsible for mediating the translational regulation of SPARC by miR-451a (Fig 3C).

Based on the findings that silencing SPARC or overexpressing miR-451a both inhibited muscle differentiation, we further hypothesize that the regulation of muscle differentiation by miR-451a could be through regulating the expression of SPARC (Fig 4). Extensive attempts at rescuing the inhibition of miR-451a with recombinant SPARC, or with ectopically delivered plasmid and viral SPARC expression vectors were inconclusive (not shown). Perhaps functional modifications are needed and/or the range of functional SPARC overexpression is very narrow [34]. Interestingly, in aging mouse skeletal muscle, miR-451a expression rises while *Sparc* mRNA expression declines with age (S2A and S2B Fig). This suggests that the downregulation of SPARC in old skeletal muscle could be due to upregulation of miR-451a (S3C Fig). Collectively, our findings suggest that the age-associated decline in muscle regeneration may be linked to the rise in miR-451a abundance with age, leading to suppression of SPARC production. We propose that interventions to modulate miR-451a levels may benefit muscle function therapeutically.

## Supporting information

S1 Materials and Methods Supporting method pertaining to S1 Fig.

S1 Fig Expression levels of miR-451a and SPARC in differentiating KM155 human myoblast cell line. **(A)** Phase-contrast micrographs of KM155 cells that were cultured in either proliferating medium or cultured for 6 days in differentiating medium at 37°C in a 5% CO_2_ humidified atmosphere. **(B)** The cultures described in (A) were used for RT-qPCR analysis of *SPARC* mRNA and miR-451a in proliferating or differentiated KM155 cultures. Data represent the means ± SEM from 3 or 4 independent experiments. Significance (P) is indicated. **(C)** Western blot analysis of MYH and SPARC levels in the KM155 cultures described in panel (A).
(PDF)

S2 Fig Identification of miR-451a as a microRNA interacting with *Sparc* mRNA. **(A)** AGO HITS-CLIP data reported by starBase V2.0 (http://starbase.sysu.edu.cn/). **(B)** Schematic representation of miR-451a target site in the 3’UTR of mouse *Sparc* mRNA as predicted by microrna.org that uses the miRanda algorithm for target prediction.

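The site of miR-451a in Sparc is listed by the paper in S3 Table on chromosome 11 from 55395438 to 55395458 on the minus strand, a length of 21 bases, and this position lies inside the Sparc gene in GRCm38.p6. The paper's panel A names brain as the tissue of the AGO data for this site.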

(PDF)

S3 Fig Age-associated changes in the levels of miR-451a and *Sparc* mRNA in mouse skeletal muscle. **(A)** RT-qPCR analysis of miR-451a and miR-144-3p levels (fold) in old (18.5 months) relative to young (2 months) mouse skeletal muscle (gastrocnemius). **(B)** RT-qPCR analysis of *Sparc* mRNA levels in old relative to young mouse skeletal muscle tissues. **(C)** Proposed model of miR-451 influence on SPARC expression as a function of aging. Higher expression of miR-451 in old skeletal muscle can inhibit SPARC expression. We propose that by inhibiting SPARC expression in old skeletal muscle, miR-451a suppresses myogenesis in old muscle.
(PDF)

S1 Table Oligomers for qPCR amplification used in this study.

S2 Table Microarray analysis of mRNA expression levels in C2C12 cells.

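S2 Table lists an accession, a gene symbol and the Z-ratio of differentiation medium (Day 6) minus growth medium, and a gene can have more than 1 line, as Sparc does. The paper's list holds 1818 lines with a Z-ratio of at least 1, under 1445 symbols. A Z-ratio scales each change by the spread of changes over all probes, whereas limma scales it by the spread between samples. Of 1335 genes with a Z-ratio of at least 1 here that limma tested, 1258 were called higher and 3 lower, and of 1543 genes at -1 or less, 1460 were called lower. A further 567 genes were called higher by limma with a Z-ratio under 1.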

S3 Table Targets of mmu-miR-451a reported in starBase V2.0.

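S3 Table lists 67 sites in 66 genes, each with its position in the mouse genome, the number of target prediction programs that name it and the score of each. Of the 66 genes, 23 are protocadherins, 22 of which share the end of 1 site. Of the 67 sites, 66 lie inside the span of their gene in GRCm38.p6. Of the 36 genes tested for a change, 34 are named by 1 program, with a median log2 change of 0.12, and 2 by more than 1, with a median of -0.60.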

# Supplementary material for: Loss of miR-451a enhances SPARC production during myogenesis
**Source:** PLoS One. 2019 Mar 29;14(3):e0214301. doi: 10.1371/journal.pone.0214301
**Supplement:** S1 Materials and Methods

**Materials and methods**

**Human myoblast differentiation and RT-qPCR analysis**

Human KM155 myoblasts were cultured in growth medium (equal volume mixture of Hamm’s F10 media with 20% FBS and Promocell Skeletal Muscle Cell Growth Medium) and were maintained at 37°C in a humidified atmosphere with 5% CO_2_. The confluent myoblasts were differentiated for 6 days in differentiating medium (DMEM supplemented with 2% horse serum). Total RNA from cultured cells was isolated using TRIzol (Life Technologies) and RT-qPCR analysis was performed as described in the main text using gene-specific primers for *GAPDH* mRNA (CTCTGCTCCTCCTGTTCGAC, ACGACCAAATCCGTTGACTC) and *SPARC* mRNA (CTTCAGACTGCCCGGAGA, AGGCAAAGGAGAAAGAAGATCC).

# Supplementary material for: Loss of miR-451a enhances SPARC production during myogenesis
**Source:** PLoS One. 2019 Mar 29;14(3):e0214301. doi: 10.1371/journal.pone.0214301
**Supplement:** S2 Fig — (A) AGO HITS-CLIP data reported by starBase V2.0 (http://starbase.sysu.edu.cn/). (B) Schematic representation of miR-451a target site in the 3’UTR of mouse Sparc mRNA as predicted by microrna.org that uses the miRanda algorithm for target prediction.

A

Sparc:mmu-miR-451a	
Target Location	chr11:55395438-55395458[-]
Target Name	Sparc
ClipSeq peakCluster	MHDBR_7195 (AGO HITS-CLIP Brain)
ClipSeq ReadNum	25

B

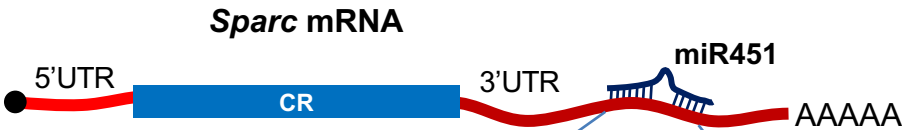

3'	uuGAGUCAU-UACCAUUGCCAaa	5'	mmu-miR-451
5'	aaCUGAAUACAU--UAACGGUgc	3'	Sparc

How the deposited data were processed for this re-analysis (not part of the article)

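RNA of C2C12 myoblasts was measured on MouseRef-8 v2.0 BeadChips in 5 proliferating (Day 0) and 5 differentiated (Day 6) samples. The 2 arrays of Day 0 replicate 5 were averaged after normalization. The authors scanned the arrays and extracted signals and detection p-values with GenomeStudio 2011.1. The signals are average probe intensities without background subtraction or normalization between arrays, with a lowest value of 34. The deposited values also hold a score per probe, the Z-score, computed by the authors as the log signal minus the mean log of its array, divided by the SD of that array, as the values themselves show. These were checked against the signals. All columns of signals were mapped to a sample.

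The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 for the plots. Signals were background-corrected and quantile normalized by neqc with an offset of 16, the negative controls being inferred from the detection p. A probe entered when its detection p was under 0.05 in at least 3 samples of 1 day. Of 25697 probes, 23978 carried 1 gene symbol and 1719 none. A gene was represented by its probe with the highest mean log2 signal, and 8659 genes were tested by lmFit and eBayes without covariates, at a Benjamini-Hochberg adjusted p under 0.05. A fold against a day on which a probe was undetected on every array is given as a lower bound. Gene lists with at least 5 tested genes were tested by camera with a preset correlation of 0.01 and with an estimated one. Differences of single probes were tested by an exact permutation test, two-sided, whose smallest p is 0.00794. Overlaps were tested by Fisher's exact test over the genes that could have passed. The Z-ratio used all probes, with no detection filter and with signals under 1 set to 1.

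The genes named were, by a rule written beforehand, the mRNAs the paper names for these cells, with the genes of Fig 2A, the 6 genes with the largest increase and the 6 with the largest decrease among called genes without overlap, up to 3 called members of each of 29 gene lists, and up to 4 S3 Table genes with the largest decrease among those called lower. The Z-ratios of S2 Table had been seen when this rule and the lists were written. Genes that spell out a count of 5 or fewer, and Sik1, Plod2, Alpl, Sox9, Ibsp and Dmp1, were named after their values were seen. The lists cover 22 pathways or processes and 7 other cell types.

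Steps were tested on simulated data of 10 samples with the means and SDs of these genes. Noise was independent between genes, and 200 of 8659 genes were changed. Among 50 genes each, limma called 3 in the right direction at a simulated log2 change of 0.5, 40 at 1 and 50 at 2, with 9 of 8459 unchanged genes called. In the data a far larger share of genes was called, which loosens the adjusted threshold, so these rates do not give the sensitivity here.

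The alternatives were no background correction, normexp without controls, equal array medians, the Z-scores, no detection filter or detection in all 10 samples, either array of Day 0 replicate 5, blocks for the replicate number and for E1 to E4, a robust trend, the probe with the largest SD, each sample left out, and other forms of the Z-ratio. The replicate numbers were tested as pairs: 1 of 5 Day 0 samples deviated from its day most like the Day 6 sample of its own number. That is about what chance gives, and with so few samples it cannot show that the cultures were unpaired. The main comparison has no block, and the block for the replicate number is among the alternatives. Leaving out both E4 samples was added after the data were seen. The probe of a gene was at first chosen anew under each alternative. After these values were seen, it was kept as chosen in the full data, and both versions are reported. A test of 3' UTR seed matches was not run, since no genome sequence was used, and protein, polysome and RT-qPCR measurements were not analysed here.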

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

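The tests of array noise, both tests of mixed RNA and the test for osteoblasts were chosen only after the results were seen.

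Among 200 groups of 5 values, 17 held a sample far from the others, where chance flags about 1 in 20 groups, or 10. The gap to the nearest sample, as a share of the range, is given for each. In 9 Day 0 groups that sample was replicate 5, as the highest for Col6a2 (0.849), Dhcr7 (0.774), Fst (0.791), Lrp4 (0.773), Mymk (0.831) and Myo18a (0.735) and as the lowest for Pparg (0.897), Rpl13a (0.974) and Sbds (0.888). Day 0 replicate 3 was lowest for Dusp6 (0.930) and highest for Ndufs3 (0.766). At Day 6, replicate 2 was highest for Gapdh (0.792), replicate 3 was highest for Itgb7 (0.878) and Ndufv1 (0.728) and lowest for Nsdhl (0.725) and Rplp0 (0.731), and replicate 5 was lowest for P4ha1 (0.782).

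Day 0 replicate 5 lay above the mean of the other Day 0 samples in 29 of 33 sarcomere genes. On the unlogged scale, its Myog level reached 33.6% of the way to the Day 6 level, against -2.65% for Mef2c. On the log2 scale its Myog signal was 8.64, against means of 5.12 in the other Day 0 samples and 10.10 at Day 6. These Myog values are of the tested probe. On the second Myog probe, near background at Day 0, it was at 4.67. The other Day 0 samples were at 4.27 to 4.47 on that probe, and the Day 6 mean was 5.85. Noise of a single array is argued against, since the deviations of its 2 arrays correlated at 0.912 across genes, and at 0.764 to 0.864 when each array was set against different Day 0 samples, so that no shared control raises the value. For RNA of a Day 6 culture mixed into the sample, 288 genes that rise at least 4-fold were used. Of these genes, 9.03% lay at or below the mean of the other Day 0 samples on both arrays. This is within the bound of 10% set for that explanation. In a second test, a single share mixed the range of the other Day 0 samples with that of the Day 6 samples, widened by 0.5 on the log2 scale. At the best share, 7%, 23.6% of these genes lay outside the range it allows, against at most 7.51% in the other Day 0 samples. The ranges for those samples included Day 0 replicate 5, which can widen them, so 7.51% is no like measure. This test therefore cannot decide on 1 share for every gene. For a culture already leaving the cell cycle, the cell cycle and DNA replication genes had a median deviation of -0.31. Of these, 38 of 54 lay below the mean of the other Day 0 samples. Day 0 replicate 3 deviated as far (-0.39 for DNA replication), and the value lies between both bounds set beforehand. The cell cycle exit genes had a median deviation of -0.18, with 5 of 12 above, though Cdkn1a was at 11.91 against 10.76. A culture leaving the cell cycle cannot be told apart from variation between cultures. An exchange with a Day 6 sample is argued against by correlations of at least 0.931 within Day 0 and at most 0.893 between the days, RNA of a culture with another profile stays open, and the design names no condition that differs between Day 0 samples.

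For the miR-451a targets called higher, 15 of 36, an effect of signal level is argued against in the fit of all samples. Random lists matched on it held a median of 8 and reached 15 with a permutation p of 0.0052. Other settings were not tested in this way. Among 100 splits of the samples only the real one (1) called 15 targets in 1 direction, but the highest of the others called 0 genes of any kind, so the splits say nothing about an excess among targets, which passed no threshold without both E4 samples (Fisher's exact test, p = 0.219). Relief from miR-451a as that miRNA falls may account for it, but the test across genes, the correlation of the change with the number of prediction programs, gave Spearman's rho = -0.30 (Pearson r = -0.22; permutation p = 0.0715, across genes), opposite to what relief predicts. That outcome was written beforehand as counting against relief, but with 34 of the 36 genes named by 1 program the test has almost no contrast, so relief and other regulation of these genes cannot be told apart.

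Bglap and Bglap2, osteocalcin genes that mark osteoblasts and may share probe signal as paralogs, rose by 2.73 and 3.41 at Day 6, outside the genes the paper discusses. The other tested members of that list went both ways, with a median change of -0.12: Alpl (-0.12) and Sox9 (-0.57) were not called, and Col10a1 was called higher (at least 1.07-fold). Only Sox9 was detected in all samples, and Ibsp and Dmp1 were undetected on every array. The median is under the bound first set against osteoblasts, 0.5, but it was decided after seeing it that members near background exclude nothing and that 1 clear member is too few, so osteoblasts in the Day 6 cultures cannot be told apart from regulation of the osteocalcin genes. That regulation was not tested.

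Other genes from lists of other cell types that the paper does not discuss in C2C12 cells were called with at least a 2-fold change. Pparg changed by -1.19 and Lpl by 1.08, both of the adipocyte list, and Lpl lost its call with equal array medians (0.88, adjusted p = 0.0540 from limma). Des (1.51), Actg2 (-1.80) and Synpo2 (3.32) are on the smooth muscle list, and skeletal muscle also expresses Des and Synpo2. Cd14 changed by -1.04, Flt1 by -1.89 and Hba-a1 by -3.81. Nefm had a fitted change of -2.33 and was at least 4.08-fold lower, being undetected on every Day 6 array.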

How the results depend on the processing

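Each gene's probe was at first chosen anew under each alternative. Keeping the probe throughout was decided after those values, with 9 lost calls of Sparc, were seen, and so was leaving out both E4 samples. Over all settings, named genes other than Sparc kept direction and call in 3784 results, lost the call in 54 and reversed in 1, and Sparc kept its call in 31 and lost it in 10. Most of these genes were named for large changes in the same data, and the settings share most samples, so kept calls are partly built in. The reversed gene was Actb, which changed by 2.31 with the probe of largest SD. Without 1 sample in turn, 1630 to 1985 genes were higher and 1882 to 2352 lower, 1283 to 1391 had a Z-ratio of at least 1 and 1506 to 1595 of at most -1, 8 to 9 lists were higher and 4 lower, 11 to 14 targets were higher, 10 to 13 had a Z-ratio of at least 1, and Sparc changed by 0.71 to 0.95. At 2-fold, 810 genes were higher and 821 lower. With equal array medians 1155 genes and 9 targets were higher, and 35.8% of the called genes in place of 46.5%; the cause was not tested. With an estimated correlation 0 lists were higher and 0 lower by camera, where 9 and 4 were called with the preset one. Detected probes alone left 949 genes at a Z-ratio of -1 or less, with fewer genes in the test, and a Z-ratio of 1.5 left 829 and 867. Sparc changed by 0.55 with the probe of largest SD. With the probe chosen anew, equal medians gave 1154 genes, 8 targets and 0.40 for Sparc, and Sparc lost its call with the repeat array (0.53), without Day 0 replicate 1 (0.42) or 2 (0.39) and without Day 6 replicate 1, 2, 3, 4 or 5 (0.48, 0.50, 0.65, 0.57, 0.56), because its other probe was then used. Without both E4 samples, 1853 genes were higher and 2225 lower, 11 targets were higher (Fisher's exact test, p = 0.219) and Sparc changed by 0.98. With the replicate block 1710 genes were higher and 1992 lower. The test of 3' UTR seed matches was not run. Signals near background limit genes undetected on one day to lower bounds.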

Differences from the paper's values

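For Eif4a2, the paper's Z-ratio in S2 Table is 1.99, on a single line, and the higher of the 2 probes had 2.48 here, while the other probe had 1.87. S2 Table names no probe, so the highest line was set beside the highest probe. Among the alternatives fixed beforehand, the value was 2.00 with Z-scores of neqc values and 1.76 with detected probes only, both within the pooled SD of the Z-ratio between samples, which serves as the error here, and outside it in every other setting. By that error for single genes, and a factor of 1.5 for counts, these settings bring no closer match overall: 2 of the 24 values taken from the paper then differ with Z-scores of neqc values and 14 with detected probes only, against 1 in the main setting. Values counted as within it still deviate: the paper's S2 Table has 1.47 for Sparc, 1.64 here, and 7.73 for Mef2c, 7.99 here.

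The paper's text gives more than 1400 transcripts at a Z-ratio of at least 1. Its S2 Table holds the paper's 1818 lines under 1445 symbols, beside 1795 probes of 1336 genes here. The number of genes was 1446 with Z-scores of neqc values and 1406 with the repeat array counted as a 6th array. In these settings the number of probes was 1947 and 1880, above the paper's 1818 lines. Fig 2A names 11 targets with increased abundance, all of which reached a Z-ratio of 1 here, with Sik1 (2.21) and Plod2 (1.16) in addition. Of the 11, 8 reached it without Day 0 replicate 5 and 8 with detected probes only, and 10 did with Z-scores of neqc values and without Day 0 replicate 3, Day 6 replicate 4 or Day 6 replicate 5. S2 Table lists Sik1 under its older symbol, Snf1lk, with the paper's value of 2.19, and Plod2 is not among its lines at 1 or more. Plod2 was under 1 without Day 6 replicate 1, without Day 6 replicate 2 and with detected probes only.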

Other observations

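Genes of cholesterol synthesis were higher at Day 6: of 18, 11 rose and none fell (11 and 0 adjusted over the list alone; camera, adjusted p = 0.00041, and adjusted p = 0.062 with an estimated correlation), including Dhcr7 (1.93), Nsdhl (1.75) and Insig1 (1.53). Of 15 genes of TGF-beta signaling and atrophy, 9 rose and none fell (9 and 1 adjusted over the list alone; camera, adjusted p = 0.0039, and adjusted p = 0.080 with an estimated correlation). The members that moved include Fst, an antagonist of activin and myostatin (5.43), the ligand Tgfb3 (2.43) and the ubiquitin ligase Trim63, at least 2.46-fold higher. Of 20 genes of ribosome biogenesis, 18 fell and none rose (18 adjusted over the list alone; camera, adjusted p = 4.8e-06, and adjusted p = 0.192 with an estimated correlation), such as Fbl (-1.84), Nop56 (-1.78) and Nhp2 (-1.74), while Bop1 (0.02) and Rrp12 (0.28) were not called. Of 13 reference genes, 8 fell and none rose (0 and 9 adjusted over the list alone; camera, adjusted p = 0.0062, and adjusted p = 0.080 with an estimated correlation). Gapdh, the housekeeping mRNA of the paper's polysome profile, had a change of -0.11 (adjusted p = 0.508 from limma), Rpl13a -1.43 and Rplp0 -1.35, and Actb had -1.68, which turned to 2.31 with its probe of largest SD. With those probes the list lost its call (adjusted p = 0.0538 from camera).

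Other lists did not pass the test. Of 37 genes of oxidative phosphorylation 5 rose and 1 fell (3 and 0 adjusted over the list alone; adjusted p = 0.140 from camera), the members being Ndufs3, Ndufa1, Ndufv1, Uqcrc2 and Uqcrb (0.44 to 0.81) and Atp5c1 (-0.35). With equal array medians 0 of these rose and 0 fell, while the list passed the test with the deposited Z-scores (adjusted p = 0.0477 from camera) and without Day 0 replicate 3 (adjusted p = 0.0438), in a range of 0.0438 to 0.594 over the alternatives. Of 14 hypoxia response genes 5, Egln3, Car9, P4ha1, Kdm3a and Hk2, rose and 2, Slc2a1 and Pfkfb4, fell (5 and 2 adjusted over the list alone; adjusted p = 0.239 from camera). Car9, undetected on every Day 0 array, was at least 4.69-fold higher, or at least 2.96-fold without Day 6 replicate 2. It was high in Day 6 replicates 1 and 2 (8.88 and 9.58) and at 5.23 to 5.56 in the others, and it lost its call with normexp without controls and with no detection filter (adjusted p of 0.0020 to 0.0722 from limma over the alternatives). Of 13 p53 targets 5, Cdkn1a, Sesn1, Trp53inp1, Pmaip1 and Bbc3, rose and 1, Zmat3, fell (5 and 1 adjusted over the list alone; adjusted p = 0.075 from camera), with Trp53inp1 at 1.29. This list passed the test with the probe of largest SD (adjusted p = 0.0189 from camera) and with detection in all 10 samples (adjusted p = 0.0483), in a range of 0.0189 to 0.130 over the alternatives. Of 15 genes of the unfolded protein response 3, Herpud1, Dnajb9 and Xbp1, rose and 3, Hsp90b1, Pdia4 and Creld2, fell (3 and 3 adjusted over the list alone; adjusted p = 0.671 from camera). Of 10 interferon response genes 2, Gbp2 (1.13) and Ifit3 (1.08), rose (2 and 0 adjusted over the list alone; adjusted p = 0.161 from camera). Among markers of other cell types, 3 of 5 tested osteoblast and chondrocyte genes, Bglap, Bglap2 and Col10a1, rose (3 and 0 adjusted over the list alone; adjusted p = 0.122 from camera), and 2 of 6 smooth muscle genes, Des and Synpo2, rose and 1, Actg2, fell (2 and 1 adjusted over the list alone; adjusted p = 0.161 from camera), with Day 0 replicate 5 above the other Day 0 samples by a median of 1.16. Without Day 0 replicate 5, or without both E4 samples, 4 of the 6 smooth muscle genes rose and 1 fell. Col10a1 lost its call without Day 6 replicate 2, 3 or 5 (adjusted p of 0.0541 to 0.0672 from limma) and without both E4 samples (adjusted p = 0.0597 from limma). Too few genes were tested for adipocyte (4, with Lpl higher and Pparg lower), endothelial (4, with Flt1 lower), erythroid (3, with Hba-a1 lower), neuron and glia (3, with Nefm lower) and macrophage and lymphocyte markers (1, Cd14, lower). The placental-type prolactin paralogs Prl2c3 and Prl2c4, whose probes can share signal, had changes of -7.53 and -7.20, Akap12 of -4.28, Itgb7 of -3.89 and H2ac11 of -3.70.

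Among 100 splits of the samples only the real one (1) called as many as the 3923 genes, and the highest of the others called 0. This argues against chance for the number of genes. In the other splits the difference between the days widens the spread within groups, so their count of 0 is no measure of false calls. For the number of lists the splits cannot decide about chance. Of 100 splits, 12, the real one included, called as many as the 13 lists called by camera, and the highest of the others called 15. Each of the other splits holds unequal numbers of Day 0 samples in its groups, so the difference between the days enters them as well.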
